A study of Drosophila busckii and Drosophila melanogaster and Drosophila virilis with 5 samples. Its data were reported in "Hi-C guided assemblies reveal conserved regulatory topologies on X and autosomes despite extensive genome shuffling" (2019).

How the data were processed

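In situ Hi-C was performed on mixed-sex D. melanogaster, D. busckii and D. virilis embryos of stage 15 to 16. Per the study's methods and the labels, the authors mapped read mates with BWA, built matrices at the resolution of DpnII restriction fragments with HiCExplorer, summed 2 replicates per species, corrected the matrices iteratively and called boundaries with hicFindTADs. The deposited lists give the start and end of each boundary and a score, the authors' TAD-separation score, which is lower where fewer contacts cross the boundary. Its scale is not stated to be comparable between maps, so it was used only to rank and describe boundaries within a list. The deposited D. virilis annotation is a FlyBase annotation that the authors moved from earlier scaffolds to their Hi-C assembly, and the deposited chain file records where each scaffold piece was placed. A boundary list can miss weak boundaries where contacts are few, and the lists do not give the contacts behind a boundary. The study gives useful reads per map, which are quoted after the report and entered no test. Joints were placed at the middle of the gap between consecutive pieces in the chain file; this gap is longer than the spacer that the study's methods describe, and the difference was not resolved.

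The D. melanogaster genes were taken from Ensembl release 115 (BDGP6.54), without transposable elements. Whether the D. melanogaster list uses that build was checked on its sequence: 56.4% of the 4418 boundary edges lay within 3 bp of a matrix bin centre computed from DpnII sites, against 2.24% after random offsets of up to 5000 bp. Per the study's methods the authors assembled the D. busckii genome themselves; no annotation of that assembly was used here, so no gene of D. busckii was placed relative to a boundary. Positions of D. virilis are on the authors' Hi-C assembly. All positions are given from 1.

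A TAD was taken as the stretch between the centres of consecutive boundaries of an arm. Medians were compared with two-sided permutation tests of 100000 resamples, with 95% intervals from 2000 bootstrap draws. Shares of boundaries near start sites (1000 bp), near joints (5000 bp) and in each annotation class were compared with 1000 circular shifts between the first and last boundary of each arm, and motif shares (500 bp, either strand) with 200 shifts. Gene density was genes with their midpoint in a TAD per Mb. P-values were adjusted within families by the Benjamini-Hochberg method, with a threshold of 0.05. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. The tests were tested on simulated data: with no effect, 7.0% of 200 simulated X and autosome comparisons passed the threshold, and with lengths multiplied by 1.3 on X 100% passed. For start sites 6.0% of 50 simulations passed without an effect, and for gene density 6.5% of 200; with 10% of boundaries moved to start sites and with a rho of 0.2, 100% passed. The factor of 1.3 is larger than the ratio of X to autosome medians in any list. Power at the observed sizes was therefore not shown. Simulated TAD lengths were drawn independently, so dependence between neighbouring TADs was not covered. The simulations were run after the first real values had been seen.

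The genes named were fixed before the data were examined: lists of dosage compensation, architectural protein, Hox, linked transcription factor and housekeeping genes and examples of the study; genes at the 5 lowest-scoring boundaries; genes in the 5 longest TADs and in the 5 with most genes; and matched genes on different arms. For a list of at least 5 coding genes, medians were compared with 100000 random draws of coding genes, a test added after some distances had been seen; neighbouring genes of a list are not independent. Alternatives changed the boundaries used (the stronger 50%, or without the outer 10% of each arm), the statistic, the windows, the control positions, the genes counted, the autosome arms and the TADs with joints. The comparison of neighbouring gene pairs was not run because too few symbols matched.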

Results

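Hi-C, which counts contacts between pairs of genomic loci by proximity ligation, was used to map chromosome folding in stage 15 to 16 embryos of D. virilis, D. busckii and D. melanogaster. Each species is represented by 1 contact map merged from 2 replicates and by 1 list of boundaries between topologically associating domains (TADs), which are stretches of chromosome whose loci contact each other more often than they contact the neighbouring stretch. The lists held 2209 boundaries in D. melanogaster, 2134 in D. busckii and 2127 in D. virilis, all on arms 2L, 2R, 3L, 3R, 4 and X. The number of contacts behind each boundary is not in the lists; the read totals per map that the study gives are quoted after the report. There are no replicate lists, so every p-value below describes the spread between TADs, boundaries or genes within these maps and not the spread between embryos or libraries. The D. busckii Hi-C sample used for the assembly and the D. busckii long-read DNA sample were not analysed here.

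The first question was how TAD number and size compare between species whose genomes differ in length. The number of boundaries on an arm was similar across species: on X it was 385 in D. melanogaster, 377 in D. busckii and 369 in D. virilis, although the span of X between its first and last boundary was 22.9 Mb, 22.6 Mb and 32.7 Mb. Boundaries were therefore sparser in D. virilis, with 13.8 per Mb over all arms, against 17.0 per Mb in D. melanogaster and 19.4 per Mb in D. busckii. The small chromosome 4 had the densest boundaries in each list, with 27.5 per Mb in D. melanogaster, 31.7 per Mb in D. busckii and 27.5 per Mb in D. virilis. These densities count only the span between the outermost boundaries. On chromosome 4 of D. virilis that span was 1.16 Mb of an assembled 1.84 Mb, so the density over the whole chromosome is lower. Arm 2R of D. busckii stood out among the long arms with 531 boundaries, against 420 in D. melanogaster and 410 in D. virilis.

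**Figure D1:**
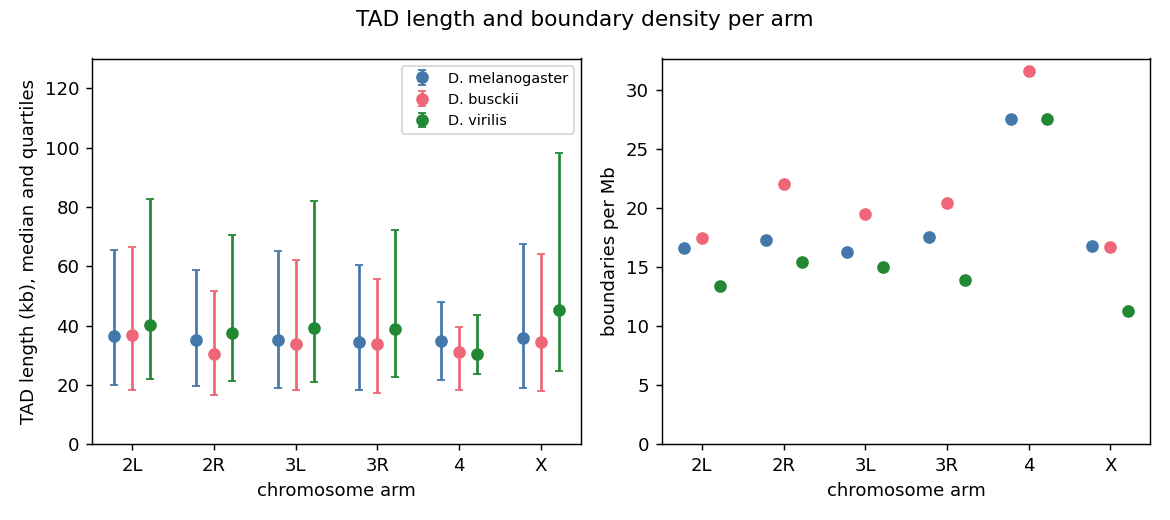
Median TAD length in kb with quartiles (left) and boundaries per Mb (right) for each chromosome arm, with 1 point per species. On X the median was 45.3 kb in D. virilis, 36.0 kb in D. melanogaster and 34.4 kb in D. busckii.

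TADs were longest in D. virilis. The median length was 39.6 kb in D. virilis (mean 72.7 kb, 2121 TADs), 35.5 kb in D. melanogaster (mean 58.9 kb, 2203 TADs) and 33.1 kb in D. busckii (mean 51.6 kb, 2128 TADs). D. virilis exceeded D. melanogaster by 4.09 kb (95% bootstrap interval 1.76 to 5.72 kb; two-sided permutation test, adjusted p = 0.00033) and D. busckii by 6.42 kb (4.03 to 8.31 kb; permutation test, adjusted p = 3e-05). The D. busckii median differed from that of D. melanogaster by -2.33 kb (-4.47 to -0.403 kb, permutation test, adjusted p = 0.0197). This call was lost when mean log10 length replaced the median (adjusted permutation p = 0.235) or when the ends of arms were left out (adjusted permutation p = 0.123). Per the study's methods, D. busckii embryos were fixed by a different procedure, and dangling ends were removed from D. busckii samples. Contrasts with D. busckii therefore cannot separate species from protocol.

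The longest TADs differed widely in gene number. The longest of D. melanogaster, at 2R from 1345204 to 3066561 in the BDGP6 assembly, measured 1721 kb and held 8 coding genes, among them Maf1 and Scp1, and the next, at 3R from 1277028 to 2482411, held only the myosin gene Myo81F. The longest TAD of D. virilis, at 2R from 25396108 to 26590121 of the Hi-C assembly, measured 1194 kb, held 3 coding genes and contained a scaffold joint. The D. virilis TAD at X from 25619756 to 26627878 measured 1008 kb and held 44 coding genes, including run, a pair-rule transcription factor gene. The TAD with the most coding genes in D. melanogaster, with 118, was at 2L from 21367610 to 21628854 and contained the repeated histone genes. Per the study's methods, reads that map to several repetitive regions were filtered out and bins with few reads were removed. Boundaries within repeated sequence can therefore be missed. Whether these extreme TADs arose that way was not tested.

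X was compared with the autosome arms because the X chromosome of male flies is dosage compensated. The embryos were of mixed sex and males carry a single X, so X had fewer copies than the autosome arms. The effect of copy number on TAD lengths or boundary scores was not tested. In D. virilis the median TAD on X was 45.3 kb, against 39.0 kb on arms 2L, 2R, 3L and 3R, a difference of 6.32 kb (95% bootstrap interval 0.609 to 12.5 kb), and X exceeded 4 of 4 autosome arms. The difference was 0.674 kb in D. melanogaster (-3.06 to 4.45 kb) and 1.56 kb in D. busckii (-2.89 to 5.11 kb). The two-sided permutation test gave adjusted p = 0.0117 in D. virilis, 0.749 in D. melanogaster and 0.696 in D. busckii. The D. virilis call was lost without the TADs that contain a scaffold joint (2.70 kb, adjusted permutation p = 0.620), without the ends of arms (4.45 kb, adjusted permutation p = 0.158) and with only the stronger boundaries (10.7 kb, adjusted permutation p = 0.539). The difference between species in the X effect was tested on mean log10 length, and D. virilis against D. melanogaster gave an adjusted permutation p of 0.392. The differences of medians given above were not tested between species.

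The median boundary score was lower on X than on the autosome arms in each list; a lower score means that fewer contacts crossed the boundary in that map. The score is the authors' own value per boundary and was set side by side only within a list. The median was -0.0960 on X and -0.0752 on the autosome arms in D. melanogaster, -0.102 and -0.0564 in D. busckii, and -0.0762 and -0.0497 in D. virilis. The difference was -0.0208 in D. melanogaster (95% bootstrap interval -0.0401 to -0.00205), -0.0453 in D. busckii (-0.0708 to -0.0169) and -0.0265 in D. virilis (-0.0440 to 0.00223), where the interval included 0. The median of X was below that of 4 of 4 autosome arms (2L, 2R, 3L and 3R) in each list. The small chromosome 4 was not among these arms. Its median was below that of X in D. busckii (-0.149) and D. virilis (-0.134), but not in D. melanogaster (-0.0868). The two-sided permutation test gave adjusted p = 0.0151 in D. melanogaster, 0.00567 in D. busckii and 0.0151 in D. virilis. In each list the call was lost without 1 autosome arm: the difference was -0.0146 without 3L in D. melanogaster (adjusted permutation p = 0.0563), -0.0246 without 2R in D. busckii (adjusted permutation p = 0.0700), where it shrank most, and -0.0193 without 3R in D. virilis (adjusted permutation p = 0.0928).

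Boundaries of both annotated species lay near the starts of genes far more often than shifted positions did. In D. melanogaster 76.5% of boundary centres had an annotated transcription start site (TSS) within 1000 bp, against 24.3% ± 1.07 (SD) over 1000 circular shifts of the boundaries along each arm, a ratio of 3.15. In D. virilis the share was 65.5%, against 17.4% ± 0.848 (SD), a ratio of 3.77. The one-sided permutation p was 0.000999 in each species, the smallest that 1000 shifts can give. By place in the annotation, 446 of the 2209 D. melanogaster boundary centres were in a 5' UTR, 279 in coding sequence, 564 in an intron and 762 between genes, and in D. virilis 311 of 2127 were in a 5' UTR, 263 in coding sequence and 567 in an intron. The annotations differ in detail (18164 genes and 23581 distinct start sites on the arms in D. melanogaster, 14493 genes and 18689 start sites in D. virilis), and 96.5% and 88.4% of coding genes have an annotated 5' UTR, so the shares are not compared between species.

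Between genes, boundaries lay between divergent gene pairs more often than shifted positions did. The shifts do not keep the distance to a start site. A preference for divergent pairs beyond the nearness to start sites was therefore not tested. Of the intergenic boundaries in D. melanogaster, 47.7% lay between divergent gene pairs (24.6% ± 1.69 after shifting, SD), 8.41% between convergent pairs (22.5% ± 1.59) and 43.9% between genes of the same strand (52.9% ± 1.92). The corresponding shares in D. virilis were 42.0% (26.0% ± 1.5), 10.5% (22.8% ± 1.44) and 47.5% (51.2% ± 1.72). The share of boundaries that were intergenic was 34.5% against 29.4% in D. melanogaster and 43.8% against 38.1% in D. virilis. The adjusted two-sided permutation p was 0.00114 for each of these except same-strand pairs in D. virilis, where it was 0.0380 and was lost with only the stronger boundaries (adjusted permutation p = 0.124).

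**Figure D2:**
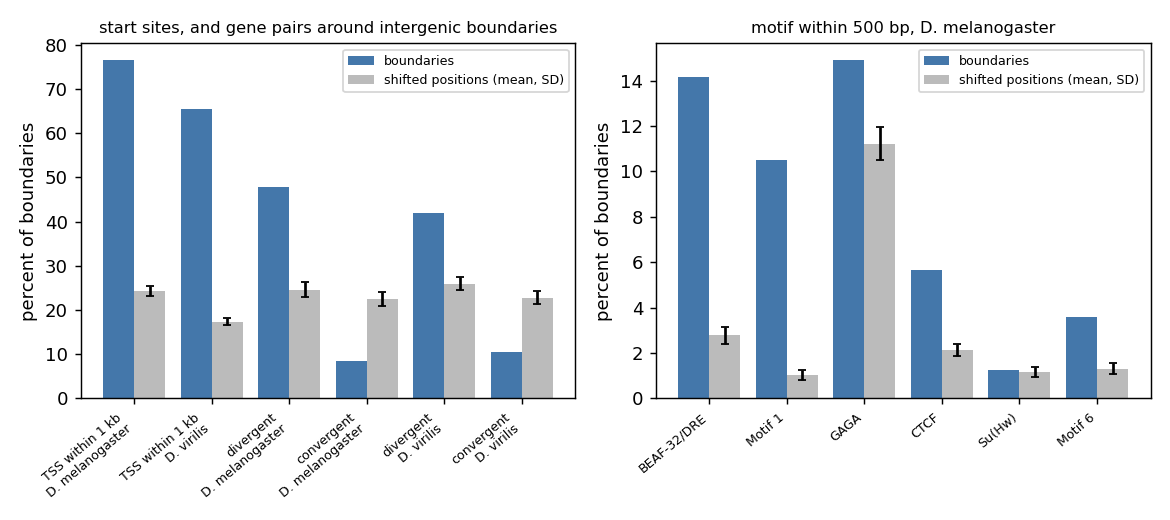
Percent of boundaries with a TSS within 1 kb and, among intergenic boundaries, percent between divergent or convergent gene pairs (left), and percent of D. melanogaster boundaries with a motif within 500 bp (right), each beside the mean and SD of circularly shifted positions. Motif 1 was found at 10.5% of boundaries and at 1.04% of shifted positions.

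Boundaries at start sites also had lower scores than the rest. In D. melanogaster the median score was -0.0995 for the 1689 boundaries within 1000 bp of a TSS and 0.0257 for the other 520, and in D. virilis it was -0.0738 for 1394 boundaries and -0.00569 for 733. The two-sided permutation p was 1e-05 in each species, the smallest that the resamples can give. Among the boundaries with the lowest scores in D. melanogaster were those on chromosome 4 from 68756 to 69271, 0.312 kb from a start of pan, the TCF factor of the Wnt pathway, and from 697158 to 697883, 0.168 kb from a start of the eye-determination gene ey. The lowest score in D. virilis was at 2L from 27286204 to 27286889, 0.030 kb from a start of GJ19571. Of the 5 lowest in each species, those at 3R from 2545935 to 2552220 in D. melanogaster and at 2R from 26588538 to 26591706 in D. virilis lay over 100 kb from a start site (196 and 127 kb).

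Sequence motifs known from D. melanogaster boundaries were sought next. Motif 1 (GGTCACACT), which the promoter factor M1BP binds, lay within 500 bp of 10.5% of boundaries, against 1.04% ± 0.228 (SD) after shifting, a ratio of 10.1. The BEAF-32/DRE motif (TATCGATA) was found at 14.2% against 2.79% ± 0.376, a ratio of 5.08. Ratios were 2.72 for Motif 6 (KTYRGTATWTTT), 2.65 for CTCF (AGRKGGCGC) and 1.33 for GAGA (GAGAGAG). The adjusted one-sided permutation p was 0.00597 for each of these, from the smallest raw value that 200 shifts can give. The Su(Hw) motif (TGCATAYTTTT) was at 1.27% of boundaries against 1.15% ± 0.213, with an adjusted permutation p of 0.313. Only matches to the sequences given here were counted, so sites that depart from them were missed. The Su(Hw) value therefore does not show that the factor is absent from boundaries.

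Long TADs were gene-poor. In D. melanogaster the quintile of shortest TADs held a median of 310 genes per Mb and the quintile of longest TADs 97.6 genes per Mb, and in D. virilis the medians were 251 and 58.3 genes per Mb. Across TADs, which are not independent replicates, gene density fell with TAD length, with a Spearman rho of -0.480 in D. melanogaster and -0.524 in D. virilis (permutation p = 1e-05 in each, the smallest possible). Within single arms rho ran from -0.550 on X to -0.420 on chromosome 4 in D. melanogaster and from -0.602 on chromosome 4 to -0.502 on 2R in D. virilis. Density has TAD length as its denominator, which by itself favours a negative rho. TADs on X held fewer genes per Mb than those on the autosome arms: 148 against 180 in D. melanogaster (difference -31.5, 95% bootstrap interval -50.4 to -8.43; two-sided permutation p = 0.00249) and 80.2 against 122 in D. virilis (difference -41.6, -54.8 to -24.7; permutation p = 4e-05).

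**Figure D3:**
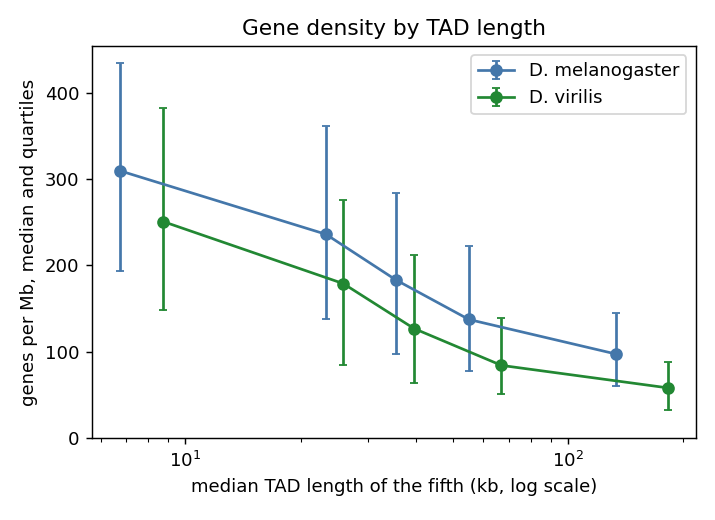
Median genes per Mb with quartiles for each quintile of TADs by length, against the median TAD length of the quintile in kb on a log scale. The D. melanogaster medians fall from 310 to 97.6 genes per Mb and those of D. virilis from 251 to 58.3 genes per Mb.

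The gene lists fixed before the data were examined were placed relative to the boundaries. Over all 13908 coding genes of D. melanogaster between the outermost boundaries the median distance from the gene start to the nearest boundary was 9.09 kb. The housekeeping list took symbols that begin with RpL, RpS or eIF and some actin, Gapdh, tubulin and heat shock genes. It was set by symbol and includes RpL22-like and similar entries, and broad use of each member was not checked. Of the 141 genes in this list, 104 were nearer than the median coding gene and 66 lay within 1 kb, with a median of 1.25 kb. Examples are RpL7A at 0.873 kb, alphaTub84B at 0.164 kb, eIF3f1 at 0.018 kb and Hsc70-4 at 0.377 kb, while Act5C lay at 8.39 kb and Gapdh2 at 19.2 kb. Of the 54 symbols that begin with RpL, 45 were nearer than the median coding gene, as were 27 of 37 that begin with RpS and 26 of 43 that begin with eIF. Among 39 linked developmental genes, which include the E(spl), achaete-scute, Iroquois and Wnt clusters, 11 were nearer than the median and 0 lay within 1 kb. The distances were 18.7 kb for Wnt4, 20.7 kb for wg, 54.1 kb for en and 75.4 kb for caup, but 2.09 kb for E(spl)m8-HLH and 2.41 kb for salm. The 39 genes lay in only 16 TADs and are not separate observations. Of the 13 matched architectural protein genes, 7 were nearer than the median, including pita at 0.334 kb and mod(mdg4) at 0.703 kb, while CTCF lay at 17.2 kb in a TAD of 296 kb with 47 coding genes. Of 6 matched dosage compensation genes, 5 were nearer, with msl-3 at 0.512 kb, Clamp at 0.830 kb, mle at 0.890 kb, mof at 2.88 kb and msl-2 at 5.16 kb, and msl-1 lay at 11.5 kb. For the last 2 lists the permutation test against random coding genes did not pass after adjustment (adjusted p of the distance 0.934 and 0.200). Of the 5 examples of the study found in D. melanogaster, 4 were nearer than the median. In D. virilis, where the median coding gene lay at 10.8 kb, fewer symbols matched: 6 of 7 housekeeping genes were nearer than that, as were 2 of 3 dosage compensation genes, 1 of 3 architectural protein genes, 2 of 6 linked developmental genes, 1 of 6 Hox genes and 0 of 1 example.

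The Hox genes, which specify segment identity along the body axis, are arranged differently in the 2 annotated species. In D. melanogaster Ubx and abd-A are neighbours on 3R, 0.0728 Mb apart, and Antp lies 9.66 Mb from Ubx. In D. virilis Ubx lies 0.0861 Mb from Antp at 3R from 17589184 to 17682001, and abd-A is 6.16 Mb away, at 3R from 23837240 to 23863148. The order lab, zen, bcd, Antp is the same in the D. virilis assembly, where 4 joints lie between bcd and Antp, which come from the same earlier scaffold, and 0 between Antp and Ubx. Ubx starts in a TAD of 141 kb in D. melanogaster and 232 kb in D. virilis, and abd-A in TADs of 71.4 and 64.0 kb. Some of these TADs end at weak boundaries. In D. virilis the scores were 0.101 and 0.289 around Ubx and 0.351 and -0.0991 around abd-A (upper quartile of the list 0.0610). In D. melanogaster they were -0.226 and -0.0315 around Ubx and -0.0315 and 0.241 around abd-A (upper quartile 0.0186). In D. virilis Ubx and abd-A come from different scaffolds of the earlier assembly with 3 joints between them, and the joint nearest to Ubx on that side is 4.05 Mb from it.

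**Figure D4:**
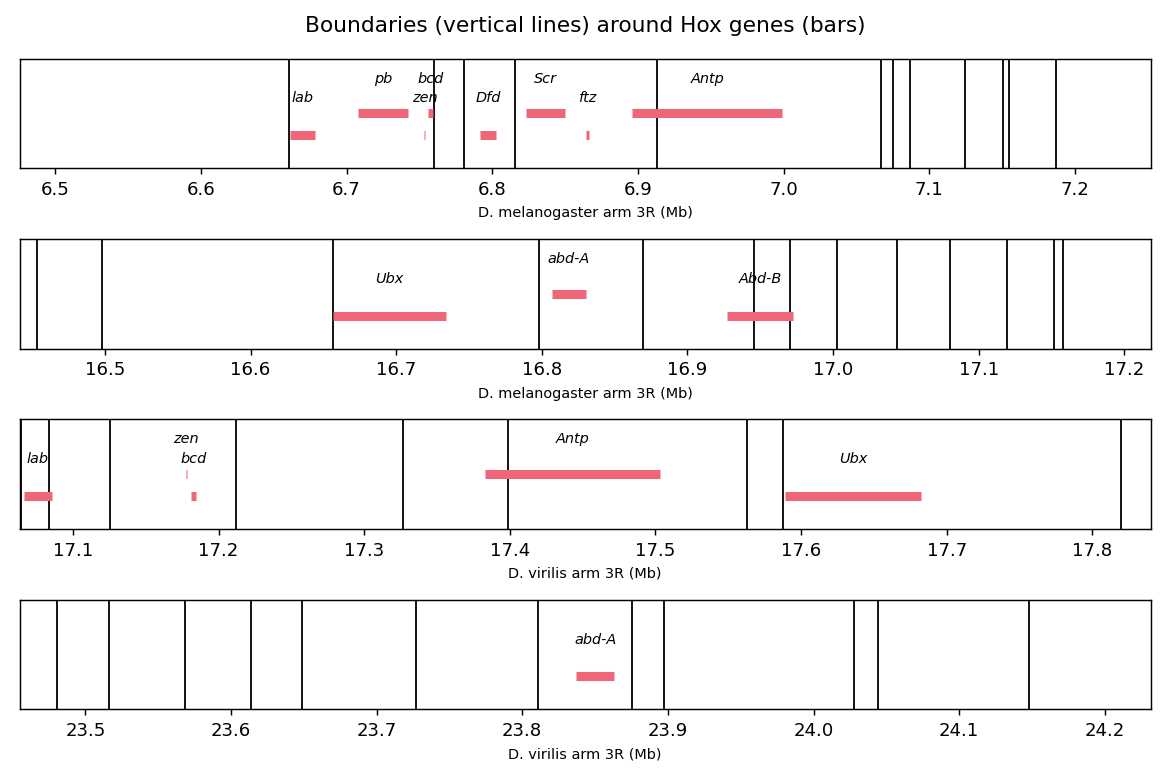
Map of arm 3R around the Hox genes named by the lists, with positions in Mb, all boundary centres of each window as vertical lines, the genes of the list as bars, and the same scale in each panel. Ubx lies 0.0728 Mb from abd-A in D. melanogaster and 6.16 Mb from it in D. virilis.

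The D. virilis assembly was described from the chain file that places earlier scaffolds on the chromosomes. The arms were built from 110 pieces of 51 scaffolds, 44 of them in reverse orientation, which leaves 104 joints, and 46 of the joints were between pieces of the same scaffold. X was the most fragmented, with 43 pieces and a piece N50 of 1.96 Mb, against 20 pieces and 10.1 Mb on 3R. A further 66 pieces made up 22 sequences outside the arms. The N50 of the sequences in the chain file was 19.2 Mb for its 82 scaffolds and 30.4 Mb for its 28 assembled sequences. The study reported many more starting scaffolds with a lower N50. The first value is therefore not the N50 of the whole starting assembly. Consecutive pieces were separated by 5000 bp in every case. Of the 2127 boundaries, 15 (0.705%) lay within 5000 bp of a joint, against 0.603% ± 0.169 (SD) after shifting, a ratio of 1.17 (one-sided permutation p = 0.298). Of these 15 boundary centres, 10 lay inside the 5000 bp gap itself. Within 2000 bp of the middle of a gap, a window that holds only gap sequence, the ratio was 1.92 (permutation p = 0.0360), and within 10000 bp it was 0.916.

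Nearly all genes matched by symbol were on the same chromosome arm in both species. Of 321 genes with the same unique symbol in both annotations and a place on an arm in D. virilis, 319 (99.4%, 95% exact binomial interval 97.8 to 99.9%) were on the same arm. The exceptions were the ribosomal protein gene RpL15, on 3R from 37481581 to 37482849 in D. virilis and on 3L in D. melanogaster, and the urate oxidase gene Uro, on 3R from 27122387 to 27123626 in D. virilis and on 2L in D. melanogaster. Per the study's methods, the D. virilis chromosomes were named by aligning the assembly to the D. melanogaster genome. A high share on the same arm therefore follows in part from that naming. The matched genes include 110 microRNA genes and are not a random sample. The interval treats genes as independent, although some matched genes are clustered. Genes without a shared symbol are left out, among them MED20, mei-41 and dgt3, which the study describes as moved between X and an autosome. The matched genes form 315 neighbouring pairs in D. melanogaster, fewer than the 500 required beforehand, so boundaries between kept and broken pairs were not compared.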

Values the study reported

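The study reported 20 synteny breakpoints per megabase on average between the genomes. It reported 175 TADs conserved among the species. For embryos of stage 15 to 16, the study gave 45.7 M useful Hi-C reads in D. melanogaster, 51.8 M in D. virilis and 64.5 M in D. busckii.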

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

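No result met the criteria for a closer look. The X effect was compared between species in 4 tests, on mean log10 TAD length for 3 pairs of species and mean gene density for 1. The lowest adjusted permutation p was 0.392. The patterns below were weighed because they carry the report; the tests of regional gene density, of genes per TAD and of the length difference without joint TADs were chosen or read only after the result was seen, and the test of random points was set out before it was run but after the length difference without joint TADs was known, with its simulation added after its result.

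Boundaries at start sites could reflect boundaries lying in regions rich in genes. When each boundary was moved on its own by 5 to 50 kb, which keeps the region, the observed share was still 2.60 times the moved share in D. melanogaster and 2.98 times in D. virilis (one-sided permutation p = 0.000999 in each, the smallest possible). Regional gene density therefore did not account for the whole excess. No biological explanation was tested.

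The longer TADs of D. virilis could come from missed boundaries that merge neighbouring TADs. The ratio of coding genes per TAD was 0.995 (D. virilis over D. melanogaster), but it follows from the similar numbers of boundaries and genes and assumes that true TADs hold equally many genes in both species, so it does not decide. Scaffold joints did not account for the whole difference from D. melanogaster, which was 2.93 kb without the TADs that contain one (adjusted permutation p = 0.0131). The study's read total for D. virilis is above that for D. melanogaster and below that for D. busckii. The reads of D. virilis are spread over the longest span, 154 Mb between outermost boundaries, against 130 Mb in D. melanogaster and 110 Mb in D. busckii. The totals therefore do not show that D. virilis was covered more deeply per Mb than D. melanogaster, and the effect of depth was not tested. Depth, missed boundaries and a true difference between the species stay open. For the contrast with D. busckii, the different protocol stays open as well.

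TADs on X in D. virilis could be lengthened by scaffold joints, since X has more of them (42 of 104) than any other arm. Leaving out joint TADs lowered the difference between X and autosomes by 3.62 kb, but random points of the same number per arm, which also fall more often in long TADs, lowered it by a median of 3.62 kb (95% range 3.10 to 4.30 kb), and 494 of 1000 sets gave a fall at least as large. In simulated maps in which each joint hid the nearest boundary, this test detected the lengthening in 1.5% of 200 maps, so it could not have shown an effect of joints. Joints, the copy number of X in mixed-sex embryos and a true difference stay open. Without the ends of arms the difference was 4.45 kb and no longer passed (adjusted permutation p = 0.158), while it passed with mean log10 length (adjusted permutation p = 0.0347) and without each autosome arm in turn.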

How the results depend on the processing

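Of 150 alternative values over 36 results, 132 kept direction and side of the threshold or, for results without a test, stayed near the main value. Controls made by moving each boundary locally were added after the data were seen; the rest were planned. The call between D. busckii and D. melanogaster was lost with mean log10 length (-0.0162) and without arm ends (-1.80 kb). For X against autosomes, the D. virilis length call was lost with the stronger 50% (10.7 kb), without arm ends (4.45 kb) and without joint TADs (2.70 kb); lengths reversed with the stronger 50% in D. melanogaster (-9.88 kb) and D. busckii (-1.30 kb) and without arm 2R in D. busckii (-0.271 kb), none past the threshold. The score call was lost without 3L in D. melanogaster (-0.0146), 2R in D. busckii (-0.0246) and 3R in D. virilis (-0.0193). The same-strand call in D. virilis was lost with the stronger 50% (0.917). The joint ratio passed within 2000 bp (1.92) and reversed within 10000 bp (0.916). The Su(Hw) ratio reversed within 250 bp (0.995). The stronger 50% lowers density by construction, to 9.02 boundaries per Mb in D. melanogaster, 9.77 in D. busckii and 7.10 in D. virilis. Apart from that, the cause was not tested, or for joint TADs not decided. The 3 alternatives for neighbouring gene pairs were not run. No paired analysis was possible because each species has 1 merged list. Contact depth limits which weak boundaries are listed; its effect was not tested, since each species has a single map.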

Other observations

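The tests of the gene lists were chosen after distances of several ribosomal protein genes had been seen, including nearly all of the D. virilis housekeeping genes, and the test of gene order was also added after the data were seen; the test of motifs at promoters was set out before its values were seen.

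A hypothesis is that housekeeping genes may start nearer to boundaries than other coding genes. In D. melanogaster their median distance was 1.25 kb against 9.09 kb for all coding genes, and 46.8% against 16.0% lay within 1 kb (adjusted permutation p = 0.00016 for each, over 32 tests). They also lay in shorter TADs, with a median of 33.1 kb against 53.6 kb (adjusted permutation p = 0.00032). In D. virilis, with 7 genes, the median distance was 3.11 kb against 10.8 kb (adjusted permutation p = 0.278), too few genes to decide. The linked developmental genes of D. melanogaster lay in the other direction, at a median of 18.7 kb, but this failed the adjustment (adjusted permutation p = 0.122), and the Hox genes had a median of 17.9 kb (adjusted permutation p = 0.346).

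Promoters could carry the boundary motifs alike wherever they lie. Gene starts within 1 kb of a boundary (2174) were compared with those over 5 kb away (8803). The share with the motif was 3.0 times higher near boundaries for Motif 1 (17.2% against 5.71%), 2.63 times for BEAF-32/DRE (23.9% against 9.09%), 2.52 times for Motif 6 and 2.30 times for CTCF (adjusted permutation p = 1.5e-05 for each), which argues against that explanation for these 4 motifs. For GAGA the ratio was 1.1 (adjusted permutation p = 0.345) and for Su(Hw) 1.53 (adjusted permutation p = 0.117), which leave it open. Near and far starts were not matched for kind of gene or for divergent neighbours. Whether such differences between promoters account for the higher shares near boundaries was not tested.

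Gene order within arms was compared through the matched symbols. Position in D. virilis and in D. melanogaster had a Spearman rho of -0.528 across 49 genes on 3L (adjusted permutation p = 0.0005), and between -0.145 and 0.183 on 2L, 2R, 3R and X (adjusted permutation p of 0.284 or higher). Genes are not independent replicates, and some matched genes are clustered.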
